# Robust detection of chromosomal interactions from small numbers of cells using low-input Capture-C

**DOI:** 10.1093/nar/gkx1194

**Published:** 2017-11-23

**Authors:** A. Marieke Oudelaar, James O.J. Davies, Damien J. Downes, Douglas R. Higgs, Jim R. Hughes

## Abstract

Chromosome conformation capture (3C) techniques are crucial to understanding tissue-specific regulation of gene expression, but current methods generally require large numbers of cells. This hampers the investigation of chromatin architecture in rare cell populations. We present a new low-input Capture-C approach that can generate high-quality 3C interaction profiles from 10 000–20 000 cells, depending on the resolution used for analysis. We also present a PCR-free, sequencing-free 3C technique based on NanoString technology called C-String. By comparing C-String and Capture-C interaction profiles we show that the latter are not skewed by PCR amplification. Furthermore, we demonstrate that chromatin interactions detected by Capture-C do not depend on the degree of cross-linking by performing experiments with varying formaldehyde concentrations.

## INTRODUCTION

The relationship between structural organization of the genome and regulation of gene expression is of considerable current interest. Chromosome conformation capture (3C) techniques play a key role in investigating how structural interactions between regulatory elements relate to gene activity (1). As these interactions are highly specific to cells of a particular tissue or developmental stage, it is crucial that 3C experiments are performed in well defined, purified cell populations.

A major limitation of all 3C techniques is the large numbers of cells required (2). To generate reproducible contact maps at high resolution using Hi-C, two to five million cells are required (3,4). The input for a 4C experiment is usually ten million cells (5), though UMI-4C can detect robust interaction profiles containing 5000–10 000 interactions using 1 μg of 3C library (6), which corresponds to ∼340 000 cells (assuming 50% loss during the 3C library preparation; Supplementary Figure S1). Next-Generation (NG) Capture-C is currently the most efficient 3C technique and can generate high-quality interaction profiles containing ∼19 000 interactions from 100 000 cells (7,8).

However, many primary tissues and rare cell populations are not available in these numbers and remain inaccessible for 3C analysis. We have therefore developed a new low-input Capture-C approach and show that we can generate high-quality interaction profiles from ∼20 000 cells at maximum resolution, and from ∼10 000 cells using windowing based analysis.

## MATERIALS AND METHODS

### Cells

The primary ter-119+ erythroid cells used in this study were obtained from the spleens of female C57BL/6 mice treated with phenylhydrazine (three doses of 40 mg/g body weight given 12 hours apart; mice were sacrificed after five days) as previously described (8). Mouse embryonic stem (ES) cells were derived from mice at embryonic day 14 and prepared as previously described (8).

### Low-input Capture-C experiments

The low-input Capture-C approach is described briefly below. A full protocol is available on Bio-protocol (9).

#### 3C library preparation

For the initial fixation step, ter-119+ erythroid cells were sorted into 100 μl RPMI + 10% FBS. Volumes were made up to 1 ml and fixed with 2% formaldehyde. Fixed and quenched cells were pelleted (500 g, 15 min) and washed with PBS. Following centrifugation, 5% supernatant was left behind to avoid disturbing the pellet. Centrifugation following cell lysis was omitted and lysed cells were snap frozen. Prior to digestion, cells were pelleted and lysis buffer was completely removed by careful pipetting. Chromatin was subsequently digested with the DpnII restriction enzyme in a 200 μl reaction, to which three doses of 150 U DpnII were added several hours apart and which was incubated overnight at 37°C. After heat-inactivation of the restriction enzyme, the ligation reaction was performed in the same tube, using 120 U T4 ligase in an overnight incubation at 16°C. After de-crosslinking, DNA was extracted using phenol-chloroform and transferred to a light phase lock tube for separation (15 000 g, 10 min). To maximize yield, DNA was precipitated overnight in 70% ethanol at –20°C, after which DNA was pelleted (21 000 g, 50 min, 4°C) and resuspended in PCR grade water.

The mass of DNA in the 3C libraries was quantified by qPCR relative to a standard curve generated from genomic DNA extracted from the same tissue (forward primer sequence: TTATCTTGCATTTGCCAACTCG; reverse primer sequence: TGGGTTTCCCTGATTCTGAAA).

To minimize losses, we did not assess digestion and ligation efficiency by using agarose gel electrophoresis of a digestion control and the 3C library. Instead, we determined digestion efficiency directly from the 3C library by comparing Ct values of qPCR analysis with primers spanning a ligation junction (forward primer sequence: GGAGAAAGAAGGCTGGTGTTAT; reverse primer sequence: TATCTGAGTTGGACAGCATTGG) and targeting a genomic control (forward primer sequence: TTATCTTGCATTTGCCAACTCG; reverse primer sequence: TGGGTTTCCCTGATTCTGAAA). All low-input libraries used in this study had a digestion efficiency >75%. Ligation efficiency of the 3C library was assessed using the Agilent Genomic ScreenTape system.

#### Low-Input Capture-C

3C libraries were sonicated to 200 bp fragments using a Covaris S220 Focused Ultrasonicator with the following settings: six cycles of 60 s; duty cycle, 10%; intensity, 5; cycles per burst, 200 (Supplementary Figure S2a). Illumina TruSeq adapters were subsequently added using the NEBNext Ultra DNA Library Prep kit according to the manufacturer's protocol. DNA clean up steps were performed with Ampure XP beads at a 1:1.8 ratio to minimize loss of material. The libraries were indexed and amplified in nine rounds of PCR amplification using the Herculase II PCR kit (Supplementary Figure S2b). 700 ng–1.5 μg of adaptor-ligated material was used for the oligonucleotide capture steps, which were performed as previously described, using oligonucleotides targeting the murine *Hba-a1, Hba-a2, Hbb-b1, Hbb-b2* and *Slc25a37* promoters (8).

#### Tag-Capture-C

3C libraries were tagmented using reagents from the Nextera DNA Library Prep kit. To generate fragments within our desired size range (Supplementary Figure S2c), tagmentation conditions were optimized: a maximum input of 50 ng 3C library was used per reaction and reaction time was extended to overnight incubation at 55°C. The tagmentation reactions were cleaned up using the Zymo DNA Clean & Concentrator system. When input was >50 ng, several tagmentation reactions were performed in parallel and pooled after the clean up. The libraries were amplified in nine rounds of PCR using the KAPA Hi-Fi PCR kit (Supplementary Figure S2d), as this generated a higher yield per cycle compared to the PCR strategy used in the Nextera DNA Library Prep kit. 1.5 μg of tagmented material was used for the oligonucleotide capture steps targeting the murine *Hba-a1, Hba-a2, Hbb-b1, Hbb-b2* and *Slc25a37* promoters. Tag-Capture-C libraries contain sequencing adapters that are not compatible with commercially available blocking oligonucleotides. These oligonucleotides are used to prevent concatemerization through annealing of the adaptor sequences (‘daisy chaining’), which markedly reduces hybridization efficiency. We therefore designed custom blocking oligonucleotides (xGen Custom Blocking Oligos, IDT). The rest of the oligonucleotide capture procedure was performed as previously described (8).

#### Sequencing

All Capture-C libraries were sequenced using Illumina platforms. We used at least 500k 150 bp paired-end reads per viewpoint, per sample in the multiplexed libraries to produce sufficient sequencing depth.

#### Data analysis and duplicate filtering

The approach for data analysis was based on the NG-Capture-C analysis pipeline (8). Removal of PCR duplicates in this analysis strategy depends on using the random unique ends of the reads that result from the sonication or tagmentation step as two independent unique molecular identifiers (UMIs). Reads with exactly the same mapped start and end coordinates were excluded from analysis. However, occasional sequencing and/or mapping errors can cause ‘wobbly’ ends and make PCR duplicates seem unique. In low-input libraries, in which complexity is limited, this can cause spurious peaks in interaction profiles. We therefore created a more stringent duplicate filter, in which all reads with one or two differences in the UMIs were also excluded from analysis. While this approach is very conservative and will also remove genuine unique fragments, therefore giving an underrepresentation of the number of unique interactions detected by the low-input Capture-C protocols, it ensures detection of robust interactions only.

For all Capture-C experiments a mixture of capture oligonucleotides targeting the murine *Hba-a1, Hba-a2, Hbb-b1, Hbb-b2* and *Slc25a37* promoters was used. Because interactions with the duplicated α- and β-globin promoters cannot be distinguished bioinformatically, the figures show composite interaction profiles in which the data from the duplicated promoter viewpoints are pooled.

### C-String

#### Design

NanoString technology was adapted to quantify interactions in 3C libraries by designing capture oligonucleotides to target the ends of the restriction fragments containing the α-globin promoters, which were used as the viewpoint for the experiments. The reporter oligonucleotides were designed to target 120 restriction fragments across the α-globin locus, including fragments that contain regulatory elements and multiple control regions. This design allowed for direct quantification of the ligation junctions present in the 3C library between the α-globin promoters and the restriction fragments to which reporter probes had been designed. All the sequences were designed using the top strand of the left end and the bottom strand of the right end of the fragments.

#### Experimental procedure

3C libraries were prepared from aliquots of 10 million murine primary ter-119+ erythroid and ES cells in biological duplicates as described above. To assess the accuracy of the quantification by the NanoString system, experiments were performed with 5 μg, 2 μg and 500 ng 3C library input. The 3C libraries were sonicated to 200 bp and purified using Ampure XP beads as described above. Vacuum centrifugation at 50°C was used to concentrate the libraries to a volume of 5 μl. Libraries were subsequently denatured by heating to 95°C for 10 min, and incubated with the NanoString code set at 65°C for 18 h, to allow the capture and reporter probes to anneal to the 3C template. After the hybridization reaction, the material was loaded onto the NanoString cartridge using the nCounter Prep Station. The cartridge was analyzed by the nCounter Digital Analyser using the settings for maximum resolution.

### Alteration of fixation conditions

Primary ter-119+ erythroid cells were obtained from spleens of phenylhydrazine treated mice as described above. Aliquots of 10 million cells in 10 ml media were fixed with 5%, 4%, 3%, 2%, 1% or 0.5% formaldehyde for 10 minutes at room temperature. The reaction was quenched with 1.5 ml 1 M glycine. These samples were washed with 10 ml PBS, along with an aliquot of unfixed material. Following centrifugation, pellets were resuspended in 5 ml lysis buffer (8), incubated on ice for 20 min and snap frozen. 3C library preparation was performed as previously described (8), except that the sample of unfixed material was Dounce homogenized in the volume of water required for the digestion reaction and the subsequent centrifugation step was omitted. Digestion efficiencies in the generated 3C libraries were calculated by qPCR analysis as described above. Library preparation, oligonucleotide capture and sequencing were performed as previously described, using a mixture of capture oligonucleotides targeting the murine *Hba-a1, Hba-a2, Hbb-b1, Hbb-b2* and *Slc25a37* promoters (8).

## RESULTS

### Low-input Capture-C approaches can generate high-quality interaction profiles from small numbers of cells

The Capture-C protocol contains two critical stages in which significant data loss may occur: preparation of the 3C library—a common step in all 3C experiments—and processing of this material into a sequencing library, that is subsequently amplified, captured and sequenced. The efficiency of these two stages determines the minimal number of cells required. We optimized both stages independently, which allowed us to carefully compare different approaches and quantify gains and losses accurately at every step. We subsequently combined the optimized stages into a single protocol, and performed the entire procedure directly on low-input samples to demonstrate our new approach.

Optimization of the 3C library preparation included adaptation of the protocol to a single-tube procedure to prevent DNA losses during digestion and ligation of chromatin and the use of Phase Lock Gel technology for DNA recovery. Using this protocol, we generated 3C libraries from 100 000, 50 000, 20 000 and 10 000 cells, and were able to recover ∼50% of the DNA mass, irrespective of the cell number used (Supplementary Figure S1).

For the subsequent interrogation of the 3C libraries, we developed two new Capture-C based approaches: Low-Input (LI) Capture-C and Tag-Capture-C. These approaches use different sequencing library preparation protocols, which are more suitable for the reduced input. 

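The low-input series holds 18 sequencing libraries of primary murine erythroid cells, 3 for each of the LI-Capture-C and Tag-Capture-C protocols at each input of 200, 100 and 50 ng of 3C library. The Results describe the 3 libraries of a group as aliquots, and the note to Table 1 describes them as biological replicates. A 3C library consists of DNA that was cross-linked in the nucleus, digested with the restriction enzyme DpnII and religated, so that fragments close to each other in space become joined. Capture oligonucleotides then enrich for joints with a chosen fragment, the viewpoint, and sequencing shows which other restriction fragments the viewpoint was joined to. LI-Capture-C breaks the 3C library by sonication and adds adaptors in several enzymatic steps, whereas Tag-Capture-C uses a transposase for both. For each viewpoint the authors deposited the number of unique interactions with each restriction fragment in each library, as counts without normalization. Read pairs whose ends were identical, or differed by 1 or 2 positions, had been removed as PCR duplicates. The viewpoints were the α-globin promoters (Hba-a1 and Hba-a2) on chromosome 11, the β-globin promoters (Hbb-b1 and Hbb-b2) on chromosome 7 and the Slc25a37 promoter on chromosome 14. Interactions of the 2 promoters of a globin pair were pooled by the authors. For α-globin, the median total per LI-Capture-C library was 25919 unique interactions at 200 ng (range 24942 to 33512), 13645 at 100 ng (13210 to 13828) and 5692 at 50 ng (5366 to 6420). For Tag-Capture-C these medians were 14831 (14774 to 14927), 9573 (9035 to 9836) and 5187 (5140 to 5495). For β-globin, medians ran from 22247 at 200 ng to 4921 at 50 ng with LI-Capture-C and from 16376 to 6092 with Tag-Capture-C. For Slc25a37, which has 1 promoter, they ran from 8211 to 1923 and from 7035 to 2638. Totals were summed over every listed fragment. Profiles were scaled to 100000 interactions per library and compared with Pearson's r over the listed fragments of the viewpoint's chromosome. The choice of fragments, and of a linear or a log scale, changes these r-values. Library totals of 2 protocols at 1 input were compared on the log2 scale with an exact two-sided permutation test, which cannot give a p below 0.1 for 3 libraries against 3.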

We optimized both protocols using triplicate aliquots of 200, 100 or 50 ng 3C library, corresponding to ∼68 000, ∼34 000 and ∼17 000 cells, respectively (Supplementary Figure S1). We tested the protocols by analyzing the well-characterized α-globin (*Hba-a1* & *Hba-a2*), β-globin (*Hbb-b1* & *Hbb-b2*) and Mitoferrin-1 (*Slc25a37*) loci in primary murine erythroid cells.

The LI-Capture-C protocol uses a conventional sequencing library preparation strategy based on the NEBNext Ultra DNA Library Prep kit, which involves sonication and enzymatic end-repair, dA-tailing and adaptor ligation (Supplementary Figure S2). 

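In LI-Capture-C libraries from 200 ng, the r-value of the replicate profiles, averaged over the 3 pairs of replicates, was 0.918 for α-globin (pairs from 0.912 to 0.924), 0.901 for β-globin (0.894 to 0.906) and 0.855 for Slc25a37 (0.843 to 0.862). From 100 ng the mean r-values were 0.854 for α-globin (0.848 to 0.858), 0.827 for β-globin (0.824 to 0.831) and 0.747 for Slc25a37 (0.732 to 0.764). At each viewpoint every pair of 200 ng replicates had a higher r than every pair of 100 ng replicates, although the 3 pairs share libraries and are not independent. These coefficients are carried by the fragments with many interactions. On ranks over the same fragments (Spearman's rho), the mean at 200 ng was 0.200 for α-globin, 0.206 for β-globin and 0.224 for Slc25a37, and at 100 ng it was higher, 0.224 for α-globin, 0.223 for β-globin and 0.260 for Slc25a37, so that the order of the inputs reversed. Fragments of this chromosome are listed only when some library counted them, and most hold no count in a given library. Such a rho therefore also depends on depth, and its order cannot rank the inputs by reproducibility.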

When using 200 ng and 100 ng 3C libraries, the LI-Capture-C interaction profiles were highly reproducible at maximum resolution (individual restriction fragments), with Pearson correlation coefficients (*r*-values) for the different viewpoints between 0.86–0.92 and 0.76–0.86, respectively (Figure 1A and B; Supplementary Figures S3–S6). 

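At 50 ng, the mean r-value between LI-Capture-C replicates over individual restriction fragments was 0.693 for α-globin (3 pairs, from 0.670 to 0.716), 0.608 for β-globin (0.597 to 0.631) and 0.489 for Slc25a37 (0.459 to 0.515). When the interactions of the same libraries were summed in windows of 5 kb, the mean r-values rose to 0.958 for α-globin, 0.929 for β-globin and 0.892 for Slc25a37. Within 250 kb of the viewpoint, without windows, they were 0.764, 0.708 and 0.605, in the same order.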

Although the interaction profiles generated from 50 ng samples were noisier and less reproducible (*r*-values between 0.52 and 0.72), the profiles were still highly informative and interpretable, especially when the data were represented in windowed interaction profiles (as routinely performed in 4C analysis (5); Supplementary Figure S7). 

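The mean number of unique interactions per LI-Capture-C library (SD, n = 3) was 28124 ± 4691 for α-globin, 24257 ± 3570 for β-globin and 9031 ± 1499 for Slc25a37 at 200 ng. It was 13561 ± 317 for α-globin, 11059 ± 526 for β-globin and 4249 ± 80.6 for Slc25a37 at 100 ng. At 50 ng it was 5826 ± 540 for α-globin, 4823 ± 226 for β-globin and 1978 ± 116 for Slc25a37. Of these interactions, 65.3% ± 0.323 of α-globin, 64.6% ± 0.848 of β-globin and 68.4% ± 0.370 of Slc25a37 were in cis at 200 ng, and 61.5% ± 0.665, 56.4% ± 1.23 and 60.5% ± 0.757 at 50 ng. The 200 ng and 50 ng cis percentages did not overlap between libraries at the 3 viewpoints.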

An overview of the number of interactions detected by LI-Capture-C is shown in Table 1. Because incomplete PCR duplicate filtering can cause skewing in profiles generated from low cell numbers, the interaction numbers shown here represent the unique interactions after extremely stringent duplicate filtering (Materials and Methods).

**Figure 1.**
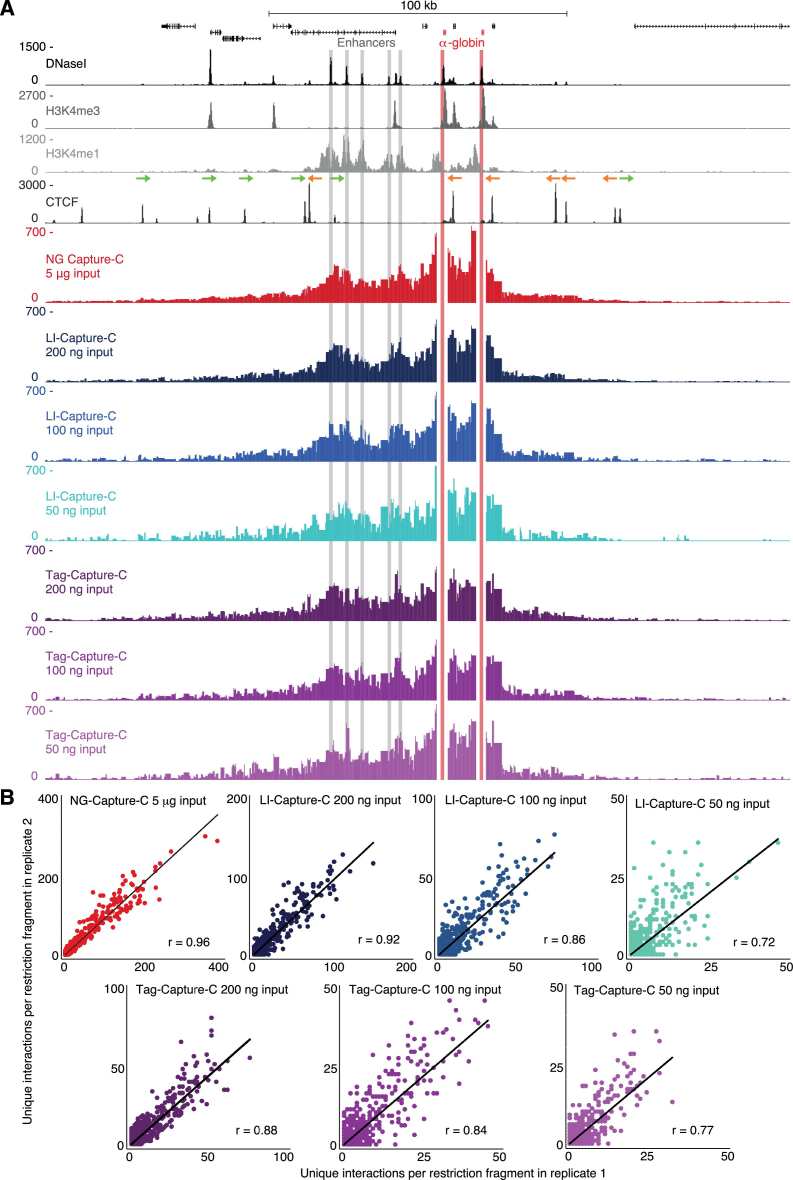

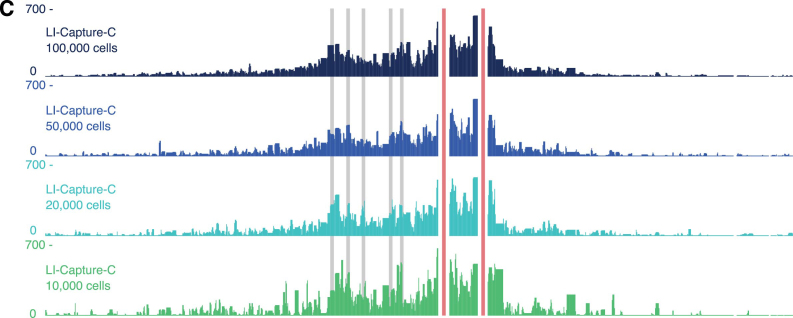
LI-Capture-C and Tag-Capture-C can generate reproducible, high-quality interaction profiles from small numbers of cells. (**A**) Comparison of interaction profiles from the viewpoint of the α-globin promoters (highlighted in red) generated from decreasing amounts of 3C libraries (prepared from primary erythroid cells) with NG Capture-C (red), LI-Capture-C (blue) and Tag-Capture-C (purple). DNaseI hypersensitivity, H3K4me3, H3K4me1 and CTCF occupancy are shown at the top, with the orientation of the CTCF-binding sites (16) indicated by arrows. Capture-C profiles show the mean number of unique interactions per restriction fragment from three replicates, normalized for a total of 100 000 interactions genome-wide. The α-globin enhancers are highlighted in gray. (**B**) Correlation of chromosomal interactions detected by NG Capture-C, LI-Capture-C and Tag-Capture-C in individual replicates. The *r*-values represent Pearson correlation coefficients. (**C**) LI Capture-C interaction profiles from the viewpoint of the α-globin promoters (highlighted in red) generated from decreasing numbers of primary erythroid cells. Profiles represent the mean number of unique interactions per restriction fragment from three replicates, normalized for a total of 100 000 interactions genome-wide. The α-globin enhancers are highlighted in gray.

**Table 1.** Unique interactions detected per viewpoint using NG Capture-C, LI-Capture-C and Tag-Capture-C

	*Hba-1*	*Hba-2*	*Hbb-1*	*Hbb-2*	*Slc25a37*
NG Capture-C 5 μg input	169 744	166 114	122 794	157 370	119 985
LI-Capture-C 200 ng input	14 012	14 131	12 548	11 730	9035
LI-Capture-C 100 ng input	6824	6749	5713	5350	4251
LI-Capture-C 50 ng input	2929	2903	2549	2280	1978
Tag-Capture-C 200 ng input	7414	7436	8059	8354	6968
Tag-Capture-C 100 ng input	4769	4720	5011	5443	4417
Tag-Capture-C 50 ng input	2645	2633	2908	3170	2606

Table shows the average of three biological replicates of erythroid cells.

Compared to the multi-step conventional library preparation strategy, the one-step transposase-catalyzed adaptor insertion (‘tagmentation’) has been presented as a more efficient method of sequencing library preparation (10). To investigate if this approach could further reduce 3C input requirements, we developed a tagmentation based Capture-C protocol, which we termed Tag-Capture-C. Comparison to the LI-Capture-C approach (Figure 1A–B; Supplementary Figures S3–S6; Table 1) showed that interaction profiles generated with Tag-Capture-C from 100–200 ng 3C libraries were less reproducible (*r*-values between 0.84–0.88 and 0.82–0.84, respectively) and contained fewer unique interactions. However, when only 50 ng of 3C library was used, Tag-Capture-C outperformed LI-Capture-C, detecting more unique interactions for most viewpoints, with higher reproducibility between samples (*r*-values between 0.71 and 0.77).

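With Tag-Capture-C, the mean number of unique interactions per library at 200 ng (SD, n = 3) was 14844 ± 77.3 for α-globin, 16404 ± 241 for β-globin and 6965 ± 164 for Slc25a37. Relative to LI-Capture-C, the mean log2 totals were changed by -0.91 for α-globin, -0.55 for β-globin and -0.36 for Slc25a37. At each viewpoint every Tag-Capture-C library had fewer interactions than every LI-Capture-C library (exact two-sided permutation tests, p = 0.1 each, the smallest possible, and 0.15 after Benjamini-Hochberg adjustment over the 9 comparisons of 3 inputs and 3 viewpoints). At 100 ng, Tag-Capture-C gave 9481 ± 408 interactions for α-globin, a log2 difference of -0.52 (exact permutation test, p = 0.1, adjusted 0.15). It gave 10447 ± 454 for β-globin (log2 difference -0.08, p = 0.2 from the exact permutation test, adjusted 0.225) and 4415 ± 192 for Slc25a37 (log2 difference 0.05, p = 0.3, adjusted 0.3). The last 2 differences were within the spread between replicates, and the sign at Slc25a37 was positive. Dividing each total by the number of trans interactions that share a fragment in that library, an alternative added after the data were seen, moved the 200 ng log2 differences to -0.42 for α-globin, -0.09 for β-globin and 0.06 for Slc25a37, and the 100 ng ones to -0.03, 0.40 and 0.53. The mean replicate r-value of Tag-Capture-C at 200 ng was 0.873 for α-globin, 0.859 for β-globin and 0.837 for Slc25a37, and the differences from LI-Capture-C were -0.0446, -0.0421 and -0.0172 (exact permutation tests of the libraries, p = 0.1, 0.1 and 0.2). At 100 ng these r-values were 0.833, 0.812 and 0.801, and the differences were -0.0212 for α-globin, -0.0142 for β-globin and 0.0544 for Slc25a37 (exact permutation tests, p = 0.1, 0.2 and 0.3), so that Slc25a37 again had the opposite sign.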

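At 50 ng, Tag-Capture-C detected 6074 ± 157 unique interactions per library (SD, n = 3) for β-globin and 2605 ± 57.4 for Slc25a37. The log2 differences from LI-Capture-C were 0.33 and 0.40, and all 3 Tag-Capture-C libraries exceeded all 3 LI-Capture-C libraries at both viewpoints (exact two-sided permutation tests, p = 0.1 each, adjusted 0.15 over the 9 comparisons). For α-globin it detected 5274 ± 193, a log2 difference of -0.14 that was within the spread between replicates (exact permutation test, p = 0.2, adjusted 0.225) and became 0.28 after division by the number of trans interactions sharing a fragment. Tag-Capture-C replicates had mean r-values of 0.765 for α-globin, 0.724 for β-globin and 0.698 for Slc25a37, higher than those of LI-Capture-C by 0.0721, 0.116 and 0.209 (exact permutation tests of the libraries, p = 0.1 each, the smallest possible, adjusted 0.15). On ranks the sign of this comparison reversed, with differences of -0.0789 for α-globin, -0.102 for β-globin and -0.131 for Slc25a37. Such a rho rests largely on listed fragments without counts in a given library, so this reversal does not settle which protocol was more reproducible. From more unique interactions for most viewpoints and higher r-values between samples, the paper states that Tag-Capture-C outperformed LI-Capture-C at this input.

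**Figure D1:**
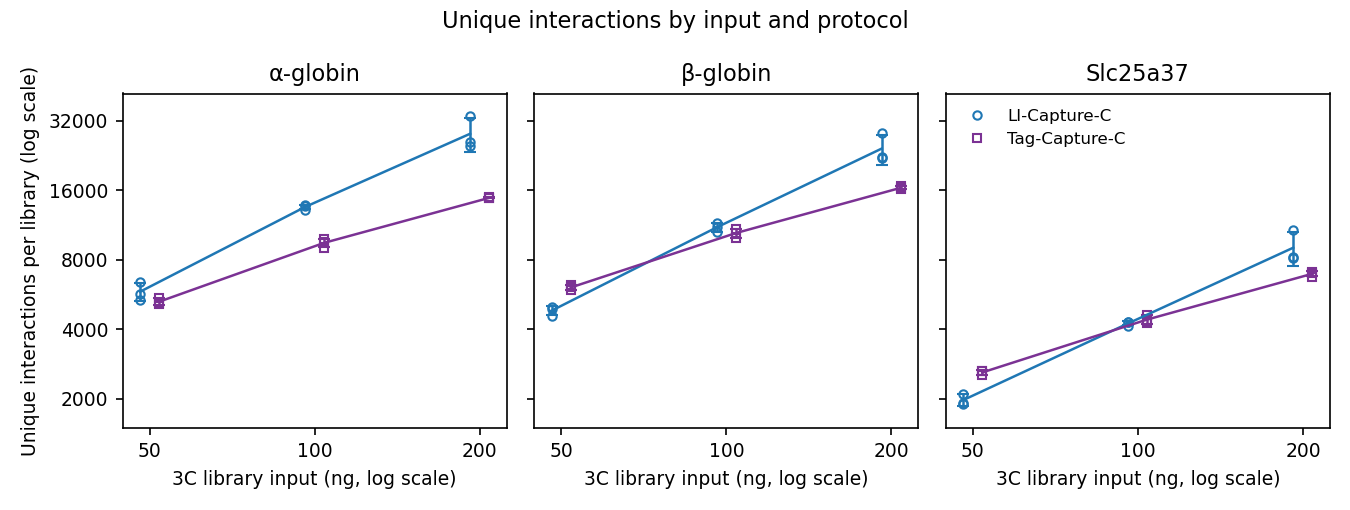
Unique interactions per library (vertical axis, log scale) by the amount of 3C library (horizontal axis, ng, log scale) at 3 viewpoints, for LI-Capture-C (circles) and Tag-Capture-C (squares). Symbols are single libraries, set slightly apart, and lines with error bars are the mean and SD of 3. The Tag-Capture-C line lies below the LI-Capture-C line at 200 ng at each viewpoint and above it at 50 ng for β-globin and Slc25a37.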

The lower performance of Tag-Capture-C in the samples with 100–200 ng input is likely related to the fact that tagmentation events, unlike sonication breakpoints, are not randomly distributed over the genome (Supplementary Figure S8a). The preference for C and G bases (11,12) makes it more likely that independent tagmentation events in different cells take place at exactly the same genomic locations in and around targeted restriction sites, which results in fragments with identical genomic coordinates that are indistinguishable from PCR duplicates and removed from analysis. The probability of independent tagmentation events occurring at identical genomic locations decreases when fewer cells are sampled, which could explain why the efficiency of Tag-Capture-C improves when the amount of input DNA is reduced. 

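The dependence on input was measured as the slope of log2 unique interactions on log2 input over the 9 libraries of a protocol. For LI-Capture-C the slope was 1.13 for α-globin, 1.16 for β-globin and 1.09 for Slc25a37, so that a doubling of input multiplied the interactions by 2.19, 2.24 and 2.13. For Tag-Capture-C the slope was 0.75, 0.72 and 0.71, a factor of 1.68, 1.64 and 1.64 per doubling. The difference in slope was 0.38 for α-globin (p = 0.095), 0.44 for β-globin (p = 0.005) and 0.38 for Slc25a37 (p = 0.005) in exact two-sided permutation tests that exchanged the protocol labels within each input (8000 assignments). After Benjamini-Hochberg adjustment over the 3 viewpoints, p was 0.095, 0.0075 and 0.0075. With single libraries left out in turn, the difference stayed between 0.32 and 0.47 over the 3 viewpoints. With the totals divided as before by the trans interactions sharing a fragment, the differences were 0.35 for α-globin (adjusted p = 0.015 in the same exact permutation test), 0.36 for β-globin (adjusted p = 0.0525) and 0.41 for Slc25a37 (adjusted p = 0.065). Counting distinct fragments, also added after the data were seen, gave 0.25, 0.27 and 0.30 in the same order (exact permutation tests, adjusted p = 0.065, 0.03 and 0.065). From the non-random positions of tagmentation, with a preference for C and G bases, the paper proposes that independent transposase insertions at the same positions are removed as PCR duplicates, and that this happens less often when fewer cells are sampled.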

The differences in performance between LI-Capture-C and Tag-Capture-C are unlikely to be related to the differences in fragment size distribution of the libraries, as the number of detected restriction fragments per read is very similar in LI-Capture-C and Tag-Capture-C libraries (Supplementary Figure S8b).

Importantly, lowering input does not influence the throughput of Capture-C, as the quality of interaction profiles reflects the complexity of the Capture-C libraries and does not depend on the number of genomic regions sampled (8). The low-input Capture-C approaches therefore allow for multiplexing hundreds of viewpoints at high resolution (restriction enzyme with 4-base-pair recognition sequence) or thousands at lower resolution (restriction enzyme with 6-base-pair recognition sequence) and for analysis of dozens of samples in a single experiment. Here, we analyzed the α-globin, β-globin and Mitoferrin-1 loci simultaneously, which all performed similarly for both low-input protocols (Supplementary Figures S3–S6).

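The 3 loci were captured from the same libraries. At 200 ng, the percentage of unique interactions in cis with Tag-Capture-C was 66.5% ± 0.326 for α-globin, 63.3% ± 0.265 for β-globin and 68.0% ± 0.639 for Slc25a37 (SD, n = 3). At 50 ng it was 67.8% ± 0.638, 62.1% ± 1.15 and 67.4% ± 0.439, in the same order. With Tag-Capture-C, β-globin thus had a lower cis percentage than the other 2 loci by more than the SD at both inputs. With LI-Capture-C this also held at 100 and 50 ng, and at 200 ng for the difference from Slc25a37 but not for that from α-globin, which was within the SD. Interactions within 250 kb of the viewpoint made up 35.0% of all interactions of α-globin, 29.5% of β-globin and 35.2% of Slc25a37 in the 200 ng Tag-Capture-C libraries, and 35.0%, 33.7% and 37.3% in the LI-Capture-C libraries.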

To demonstrate the effectiveness of our protocols, we performed the entire LI Capture-C procedure on 10 000, 20 000, 50 000 and 100 000 cells. These experiments confirm that high-quality interactions profiles can be generated from very small numbers of cells (Figure 1C; Supplementary Figure S9).

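This experiment holds 12 LI-Capture-C libraries, 3 from each of 10000, 20000, 50000 and 100000 primary erythroid cells, in which both the 3C library preparation and the library preparation for sequencing were done on the small sample. The deposited table holds the counts of unique interactions of the pooled α-globin promoters with each restriction fragment, made by the authors with the same stringent duplicate filter, without normalization. The other 2 loci were not analysed here for this experiment. The total per library had a median of 3356 unique interactions from 10000 cells (range 2571 to 3394), 8047 from 20000 cells (6742 to 10329), 11591 from 50000 cells (9800 to 21250) and 47030 from 100000 cells (42989 to 52093). The columns of the table carry letters in place of replicate numbers, so the replicates were not matched between cell numbers. A trans interaction shared its fragment with others of the same library to a mean number of 4.43 per fragment, weighted by interactions (median of 12 libraries, range 3.74 to 5.17). The slope of log2 totals on log2 cell number was tested with 100000 permutations of the cell numbers, and profiles were compared with Pearson's r over the listed fragments of chromosome 11.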

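The mean number of unique α-globin interactions per library (SD, n = 3) was 3107 ± 465 from 10000 cells, 8373 ± 1816 from 20000 cells, 14214 ± 6159 from 50000 cells and 47371 ± 4562 from 100000 cells. The slope of log2 interactions on log2 cell number over the 12 libraries was 1.10 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give), a factor of 2.14 per doubling of cells. Distinct restriction fragments, counted as an alternative added after the data were seen, moved the slope most, to 0.93. The libraries of 50000 cells had the largest relative spread, and their mean was 1.70 times that of 20000 cells, against a factor of 3.33 from 50000 to 100000 cells. The percentage in cis was 66.3% ± 0.806, 65.1% ± 0.269, 63.9% ± 2.49 and 65.4% ± 2.44 from the lowest to the highest cell number. These differences were within the largest of these SDs. The libraries of 10000 cells (65.6% to 67.2%) nevertheless lay above those of 20000 cells (64.8% to 65.3%). The mean replicate r-value over 3 pairs was 0.399 (0.360 to 0.420) from 10000 cells, 0.596 (0.579 to 0.610) from 20000, 0.662 (0.620 to 0.695) from 50000 and 0.878 (0.870 to 0.885) from 100000 cells. In windows of 5 kb it was 0.871, 0.934, 0.951 and 0.984. On ranks the order reversed, with a mean rho of 0.224, 0.178, 0.104 and -0.0992 from the lowest to the highest cell number, and on the log2 scale r fell likewise, from 0.269 to 0.0648. Both give weight to sparsely counted fragments, which are listed only because some library counted them. Their order therefore cannot rank the cell numbers by reproducibility. An enhancer-side log2 ratio compared interactions 12 to 40 kb from the promoters on the side of the enhancers with those at the same distance on the opposite side. It was 2.50 ± 0.25 from 10000 cells, 2.29 ± 0.13 from 20000, 2.12 ± 0.13 from 50000 and 2.28 ± 0.06 from 100000 cells (SD, n = 3). From these profiles the paper concludes that the whole procedure can be performed on small numbers of cells.

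**Figure D2:**
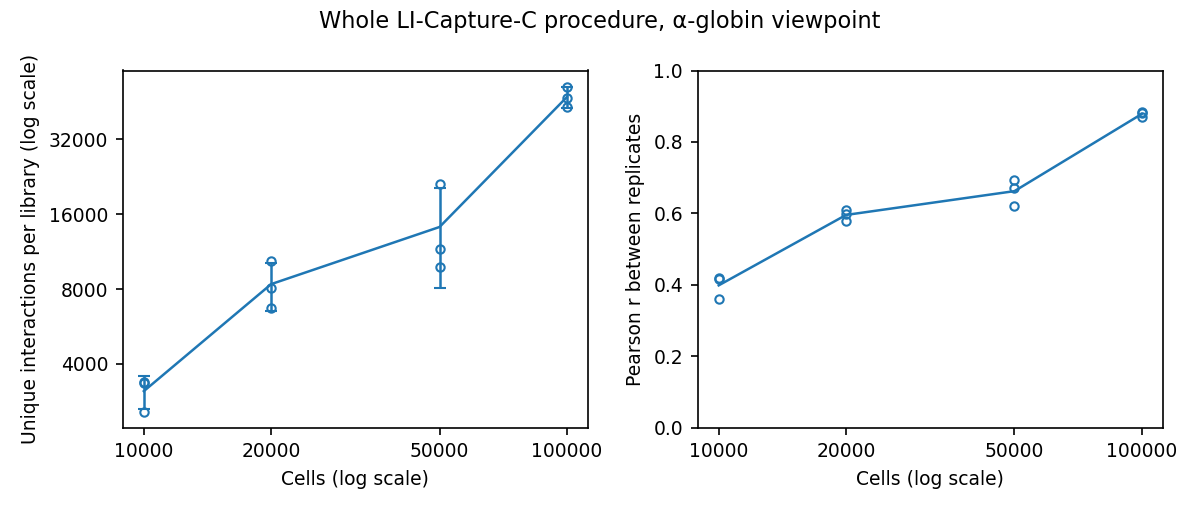
Left, unique α-globin interactions per library (log scale) by the number of cells (log scale), with single libraries as circles and the mean and SD of 3 as a line with error bars. Right, Pearson's r between replicate profiles over single restriction fragments of chromosome 11, with pairs of replicates as circles and their mean as a line. Both rise with cell number, and the circles of 50000 cells are the widest apart.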

### Quantitative C-String analysis shows that interaction frequencies defined by Capture-C are accurate and not skewed by PCR amplification

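At 200 ng, the mean profiles of the 3 LI-Capture-C and the 3 Tag-Capture-C libraries had an r-value of 0.948 for α-globin, 0.934 for β-globin and 0.922 for Slc25a37 over the listed fragments of the viewpoint's chromosome. Single libraries of the protocols compared one to one gave 0.872 to 0.890 for α-globin, 0.848 to 0.868 for β-globin and 0.808 to 0.841 for Slc25a37. For comparison, the r-values of replicates within a protocol are averages of single libraries, not of means. Ranks moved this comparison most, to a rho of 0.0733 for α-globin. This rho rests largely on listed fragments with few or no counts, so it does not show that the profiles differ. Between α-globin replicates at 200 ng the mean rho was also low, 0.200 with LI-Capture-C and 0.184 with Tag-Capture-C. Within 250 kb, r between the 2 protocols was 0.961. The share of each fragment within 250 kb was compared between the protocols with edgeR's quasi-likelihood test, with TMM factors over the tested fragments and a mean count of at least 10. With Benjamini-Hochberg adjustment, 0 of 195 fragments around α-globin had an adjusted p under 0.05 (23 at an unadjusted p under 0.05), 2 of 167 around β-globin (18 unadjusted) and 2 of 95 around Slc25a37 (15 unadjusted). With single libraries left out in turn, these numbers ranged from 0 to 1, from 0 to 3 and from 0 to 1, and DESeq2 gave 0, 1 and 0 (17, 10 and 5 unadjusted). On simulated counts with the depth of these 6 libraries and a log2 change of 1.5, the same test found 92 of 100 changed fragments. Smaller changes between the protocols were not simulated, so these numbers of fragments do not exclude them. The median absolute log2 fold change was 0.24 for α-globin, 0.31 for β-globin and 0.24 for Slc25a37. Both β-globin fragments had a lower share with Tag-Capture-C. In the coordinates of the deposited tables, the one on chromosome 7 from 111008142 to 111009073 had 106 ± 18.7 interactions per LI-Capture-C library and 30.0 ± 7.81 per Tag-Capture-C library (SD, n = 3), a log2 fold change of -1.03 (standard error 0.20, adjusted p = 0.015 from edgeR). The one from 110958540 to 110959282 had a log2 fold change of -0.79 (standard error 0.15, adjusted p = 0.015 from edgeR). Around Slc25a37 on chromosome 14, the share of the fragment from 69891702 to 69892117 was higher with Tag-Capture-C by 1.34 on the log2 scale (standard error 0.34, adjusted p = 0.0339 from edgeR) and that of the fragment from 69900630 to 69901406 changed by -0.70 (standard error 0.13, adjusted p = 0.00968 from edgeR).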

Direct comparison of LI-Capture-C and Tag-Capture-C shows very similar interaction profiles (*r* = 0.88 for the α-globin locus when using 200 ng input; Supplementary Figure S4), suggesting that the sequencing library preparation strategy does not introduce a systematic skew in the profiles. However, both methods involve extensive PCR amplification that could bias the detected interactions. This is a major concern for all 3C based methods, especially when library complexity is limited due to reduced input, as in our current application.

To assess the potential PCR related bias, we developed a PCR-free, sequencing-free 3C technique called C-String, which uses NanoString nCounter technology (13) to directly detect interactions in 3C libraries. As NanoString technology uses hybridization of barcoded probes and single molecule imaging to count nucleic acid molecules, and does not involve any amplification steps, C-String allows for direct quantification of ligation junctions in 3C libraries. We used a design that allowed us to accurately quantify the interactions between the α-globin promoters and 120 restriction fragments in the surrounding locus, including fragments containing the regulatory elements and multiple control regions (Figure 2A and B). To assess the precision of C-String, we compared interaction counts using 5, 2 and 0.5 μg 3C library input, in both erythroid and ES cells. The resulting counts were highly reproducible between technical replicates, and there was a linear relation between quantity of input library and detected NanoString counts, showing that C-String is highly quantitative (Supplementary Figure S10). C-String has the additional advantages that it allows for multiplexing up to twelve samples and that data analysis is much more straightforward than in sequencing based 3C experiments.

**Figure 2.**
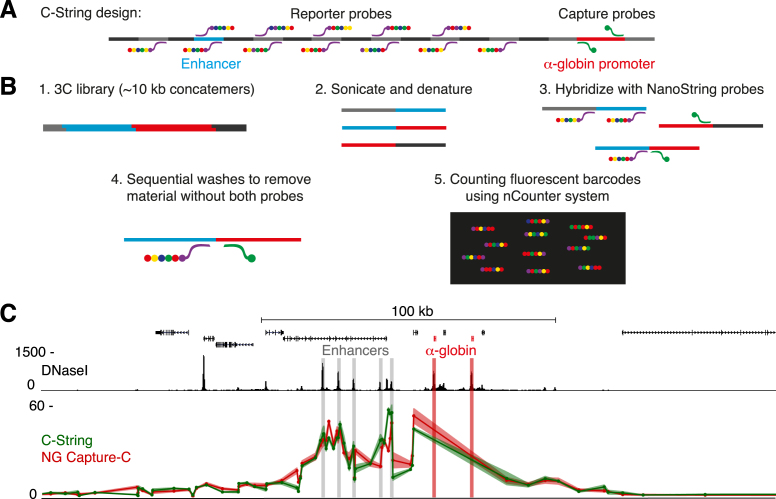
Direct quantification of 3C interactions by C-String demonstrates that Capture-C interaction profiles are not skewed by PCR amplification. (**A**) Overview of C-String design. NanoString capture probes are targeted to the restriction fragment containing the α-globin promoters, and reporter probes are designed to target 120 restriction fragments across the α-globin locus, including fragments containing regulatory elements and multiple control regions. (**B**) Overview of C-String experimental procedure. The large concatemers in the 3C library (1) are sonicated to ∼200 bp fragments and denatured to produce single stranded DNA (2), to which the NanoString probes are hybridized (3). After sequential washes to remove material without both the capture and reporter probes (4), the barcodes on the probes are counted (5), allowing for precise quantification of interactions between the reporters and the α-globin promoters. (**C**) Interaction frequencies between the α-globin promoters (highlighted in red) and the restriction fragments analyzed by C-String (5 μg input; green) in erythroid cells, compared to the corresponding fragments analyzed by NG Capture-C (red). The data points in the profiles represent the mean number of interactions from two and three replicates, respectively, normalized for a total of 1000 interactions, and are connected by a line, with the standard error indicated by the line shadow.

Comparison of the C-String interaction profile in erythroid cells to the normalized number of interactions detected by NG Capture-C for the corresponding restriction fragments shows a high degree of similarity and correlation (*r* = 0.94; Figure 2C). Differential interaction profiles, in which the interactions in the inactive ES cells are subtracted from interactions in erythroid cells to highlight relevant tissue-specific interactions, are even more similar (Supplementary Figure S11). The very strong coherence between profiles generated using Capture-C and the PCR-free C-String approach shows that analysis by Capture-C introduces negligible skew in the quantification of detected interactions. This is likely due to the use of highly optimized PCR conditions in Capture-C, in which uniformly sized fragments are amplified with the Illumina P5 and P7 primers, and the ability to strictly control for PCR duplication based on the two random sonicated fragment ends that act as UMIs.

### Capture-C interaction profiles are not skewed by the degree of formaldehyde fixation

Another general concern in the 3C field is the potential bias resulting from cross-linking, which could cause a skew in interaction profiles generated from samples with limited material in which the degree of cross-linking is likely to vary (14). The most widely used 3C methods use formaldehyde fixation (Hi-C: 1% formaldehyde; 4C and Capture-C: 2% formaldehyde) to cross-link chromatin (3,5,7). Though it has been shown by Hi-C (4) and intrinsic 3C (i3C) (15) that formaldehyde cross-linking does not affect the pattern of chromosomal interactions detected at larger scale, the effects of varying levels of crosslinking on interaction profiles displayed at maximum resolution are still unclear.

To assess if Capture-C interaction profiles depend on the degree of cross-linking, we performed experiments in which we fixed samples of erythroid cells using formaldehyde concentrations ranging between 0% and 5%. 

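This experiment holds 14 NG Capture-C libraries of primary erythroid cells, 2 technical replicates at each formaldehyde concentration of 0, 0.5, 1, 2, 3, 4 and 5%. Formaldehyde cross-links proteins to DNA and to each other, and so holds together the fragments that are later ligated. The deposited tables hold the authors' counts of unique interactions of the pooled α-globin, the pooled β-globin and the Slc25a37 viewpoints with each restriction fragment, without normalization. The methods do not say for these libraries whether the stricter duplicate filter of the low-input libraries was applied. For α-globin, the 2 totals were 113305 and 128836 unique interactions at 0%, 94562 and 129089 at 0.5%, 98242 and 106058 at 1%, 128026 and 168633 at 2%, 57467 and 81791 at 3%, 71516 and 83971 at 4%, and 77148 and 83855 at 5%. For β-globin the mean totals lay between 97668.5 and 134523 up to 2% and between 48284 and 53273 from 3%. For Slc25a37 they lay between 40462 and 52449 up to 2% and between 23061 and 25555 from 3%. The labels of the libraries of 0% to 2% carry sequencing run numbers and those of 3% to 5% do not, so these were treated as separate batches, and relations with the concentration are given within each. Technical replicates are not independent samples, so trends of the cis percentage and of the enhancer side were tested over the 7 concentration means with exact permutation tests. An interaction was counted in cis when its fragment lies on the viewpoint's chromosome, and as local when it lies within 250 kb of the viewpoint.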

The detected interaction patterns in these samples were very similar (Figure 3A, Supplementary Figures S12 and S13). However, reduction of formaldehyde <2% decreased the number of informative interactions detected (Figure 3A; indicated by adjusted scaling). This decrease in specific signal was associated with an increase in *trans* interactions genome-wide (Figure 3B). 

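The mean profile of each concentration was compared with that of 2% formaldehyde over the listed fragments of the viewpoint's chromosome. For α-globin the r-value was 0.203 at 0%, 0.885 at 0.5%, 0.971 at 1%, 0.982 at 3%, 0.979 at 4% and 0.975 at 5%. For β-globin the r-value was 0.176 at 0%, 0.872 at 0.5%, 0.967 at 1% and 0.922, 0.917 and 0.911 at 3, 4 and 5%. For Slc25a37 it was 0.123 at 0%, 0.884 at 0.5%, 0.967 at 1% and between 0.977 and 0.979 at 3 to 5%. Among the fixed samples the lowest value at each viewpoint was thus that of 0.5%, and ranks moved it most (rho 0.0516 for α-globin). This rho rests largely on sparsely counted fragments, and between the 2 α-globin replicates of 2% it was only 0.144. Unfixed cells had few local interactions, 149 and 261 in the 2 α-globin libraries. The unfixed α-globin profiles had an r of -0.00225 with each other over the chromosome and 0.408 within 250 kb. For β-globin these r-values were higher, 0.321 and 0.96, and for Slc25a37 they were -0.0189 and 0.284. Near β-globin, 4 fragments chosen after their values were seen held 48.0% of the local interactions of unfixed cells. In fixed libraries they held 2.10%, so the 0.96 need not reflect a reproducible profile of contacts. Within 250 kb the r-value of 0% with 2% was 0.725 for α-globin, 0.242 for β-globin and 0.569 for Slc25a37.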

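Scaled to 100000 interactions per library, the local interactions of α-globin numbered 173 ± 81.1 at 0% formaldehyde (SD, n = 2), 11216 ± 2306 at 0.5%, 23508 ± 9775 at 1% and 38457 ± 4467 at 2%. At 3, 4 and 5% they numbered 45310, 48008 and 50203. For β-globin, local interactions made up 0.231% of the total at 0%, 9.04% at 0.5%, 19.8% at 1%, 33.4% at 2% and 40.4% at 5%. For Slc25a37 they made up 0.151% at 0%, 11.3% at 0.5%, 23.0% at 1%, 37.4% at 2% and 52.3% at 5%. The steps from 0% to 0.5% and from 0.5% to 2% exceeded the SD of the duplicates at each viewpoint.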

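The percentage of unique α-globin interactions in cis was 5.72% ± 0.00561 at 0% formaldehyde (SD, n = 2), 29.1% ± 4.34 at 0.5%, 48.8% ± 13.5 at 1% and 66.1% ± 4.46 at 2%, the remainder being in trans. For β-globin it was 6.12% ± 0.170, 27.4% ± 5.48, 46.2% ± 12.5 and 63.5% ± 3.13, and for Slc25a37 4.51% ± 0.208, 29.3% ± 3.65, 48.1% ± 12.9 and 64.2% ± 3.04, in the same order. The 2 libraries of 1% differed most, with 39.3% and 58.4% for α-globin. Over the 7 concentration means, Pearson's r between the concentration and the cis percentage was 0.871 for α-globin, 0.864 for β-globin and 0.877 for Slc25a37 (exact two-sided permutation tests, p = 0.00873, 0.0105 and 0.00813; 0.0105 each after Benjamini-Hochberg adjustment over the 3 viewpoints). Spearman's rho was 1 at each (exact permutation tests, p = 0.000397, the smallest possible). Without 0% and 5%, r was 0.897, 0.875 and 0.915 (exact permutation tests, p = 0.0333, 0.0583 and 0.025), and the β-globin relation was then not past 0.05. Without 4% and 5%, since 0% and 4% lie equally far from the median, it was 0.929, 0.921 and 0.937 (exact permutation tests, p = 0.025 each). Within the batch of 0% to 2% r was 0.970, 0.974 and 0.963 over 4 concentrations, and within that of 3% to 5% it was 0.994, 0.999 and 0.999 over 3, too few for a test to reach 0.05 (exact permutation tests, p = 0.0833 and 0.333, the smallest possible).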

Fixing with more than 2% formaldehyde only marginally improved the *cis-trans* ratios. 

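Above 2% formaldehyde, the percentage of α-globin interactions in cis was 70.1% ± 1.85 at 3% (SD, n = 2), 72.6% ± 1.35 at 4% and 74.4% ± 0.431 at 5%. For β-globin these percentages were 64.9% ± 0.852, 67.1% ± 1.30 and 69.7% ± 0.562, and for Slc25a37 71.3% ± 0.950, 72.9% ± 0.887 and 74.7% ± 0.173. The step from 2% to 3% was within the SD of the 2% duplicates for α-globin and β-globin and exceeded it for Slc25a37. It also coincides with the change of batch.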

Importantly, cells fixed to such a high degree were more difficult to digest (Figure 3C). Even though this is not directly reflected in interaction profiles that are generated from millions of cells and normalized for the total number of interactions detected, it reduces library complexity, which is critical when lower numbers of cells are used.

**Figure 3.**
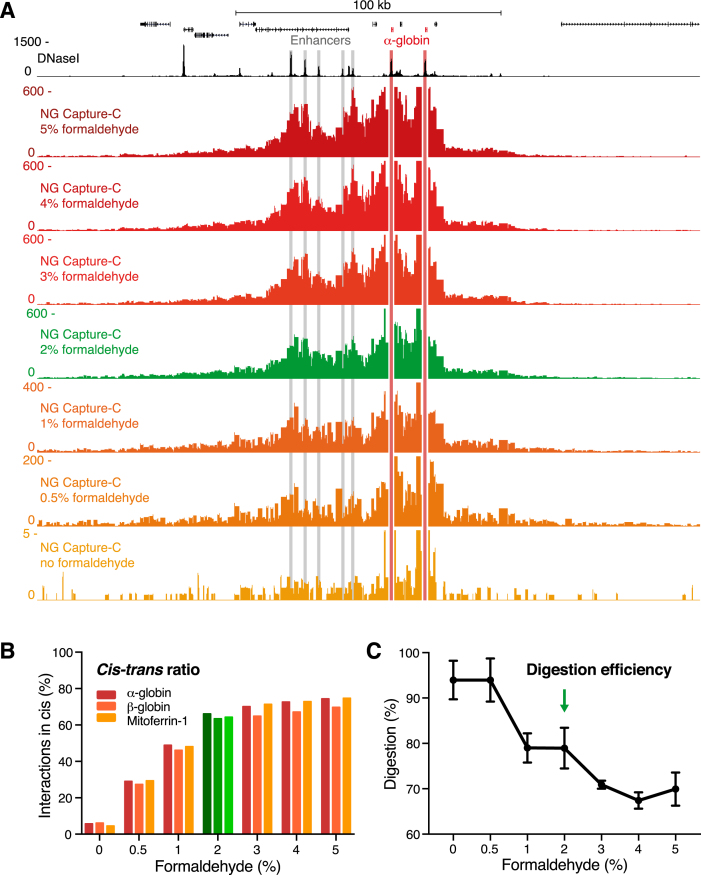
Capture-C in samples fixed with varying formaldehyde concentrations shows that detection of chromatin interactions does not depend on the degree of crosslinking. (**A**) Comparison of NG Capture-C interaction profiles generated from the viewpoint of the α-globin promoters in primary erythroid cells that have been fixed with different concentrations of formaldehyde. Profiles show the mean number of unique interactions per restriction fragment from technical duplicates, normalized for a total of 100 000 interactions genome-wide, with the scales adjusted for the different conditions. (**B**) Percentage of unique interactions detected in *cis* in samples fixed with varying formaldehyde concentrations. Percentages represent an average of two technical replicates. (**C**) Digestion efficiencies in 3C libraries generated from samples fixed with varying formaldehyde concentrations. Graph represents the mean and standard error of two technical replicates.

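The local pattern was examined fragment by fragment in the 12 libraries fixed with 0.5% to 5% formaldehyde. A linear trend on the percentage of formaldehyde in each fragment's share of the local interactions was tested with edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p under 0.05). Around α-globin 196 of 349 fragments changed, 91 up and 105 down, around β-globin 152 of 358, 68 up and 84 down, and around Slc25a37 101 of 221, 49 up and 52 down. This test took the 12 libraries as separate samples, although the 2 libraries of a concentration are technical replicates. With these summed, an alternative added after the data were seen, 175, 137 and 86 fragments changed. Without TMM factors the splits were 71 up and 124 down for α-globin and 51 up and 113 down for β-globin, so the balance of rising and falling shares depends on the scaling. With the batch of 3% to 5% as a factor, an alternative added after the data were seen, 0 fragments passed at the 3 viewpoints (58, 60 and 28 at an unadjusted p under 0.05). This fit takes a common slope from the differences within the batches only, so it does not tell a batch difference from a loss of power. Within 0.5% to 2%, 84, 0 and 22 fragments passed (105 at an unadjusted p under 0.05 for β-globin), and within 3% to 5% 0 passed at each viewpoint (32, 17 and 10 at an unadjusted p under 0.05). The fits within 0.5% to 2% did not pair libraries by replicate number, although same-numbered libraries of 1% and 2% deviated together. The 2 α-globin fragments that rose with the smallest adjusted p lie on chromosome 11 of the deposited tables from 32169470 to 32169527 (log2 change 0.54 per percent of formaldehyde, standard error 0.07, adjusted p = 9.5e-06 from edgeR) and from 32173092 to 32173392 (log2 change 0.50, standard error 0.07, adjusted p = 2.0e-05). The 2 that fell with the smallest adjusted p lie from 32088874 to 32090071 (-0.66, standard error 0.08, adjusted p = 8.4e-06) and from 32092508 to 32093786 (-0.62, standard error 0.09, adjusted p = 3.1e-05). Around β-globin on chromosome 7, by the same rule, the fragments from 111007929 to 111008141 (0.67) and from 111009378 to 111009551 (0.68) rose and those from 110941709 to 110943025 (-0.43) and from 110952841 to 110953575 (-0.47) fell, in log2 units per percent. Around Slc25a37 on chromosome 14, those from 69940742 to 69940929 (0.33) and from 69943265 to 69943317 (0.42) rose and those from 69857232 to 69858453 (-0.55) and from 69875718 to 69878005 (-0.47) fell. The rising fragments were shorter. Their median length was 216 bp against 740 bp for the falling ones around α-globin, 187.5 bp against 906 bp around β-globin and 132 bp against 801.5 bp around Slc25a37. The side of the enhancers was compared with the opposite side by the log2 ratio of the interactions 12 to 40 kb from the α-globin promoters. It was 1.95 ± 0.26 at 0% (SD, n = 2; from 35 to 51 interactions per library on the enhancer side and from 8 to 15 on the other), 1.50 ± 0.43 at 0.5%, 1.66 ± 0.93 at 1%, 2.43 ± 0.50 at 2%, 2.60 ± 0.07 at 3%, 2.75 ± 0.00 at 4% and 2.78 ± 0.00 at 5%. The enhancer side exceeded the opposite side in each of the 14 libraries. Pearson's r of the ratio with the concentration was 0.889 and Spearman's rho 0.893 (exact two-sided permutation tests over 7 means, p = 0.0123 for both), r was 0.950 without 0% and 5% (p = 0.0167) and 0.822 without 4% and 5% (p = 0.117), then not past 0.05, and 0.642 within 0% to 2% and 0.944 within 3% to 5%, where 4 and 3 concentrations cannot reach 0.05.

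**Figure D3:**
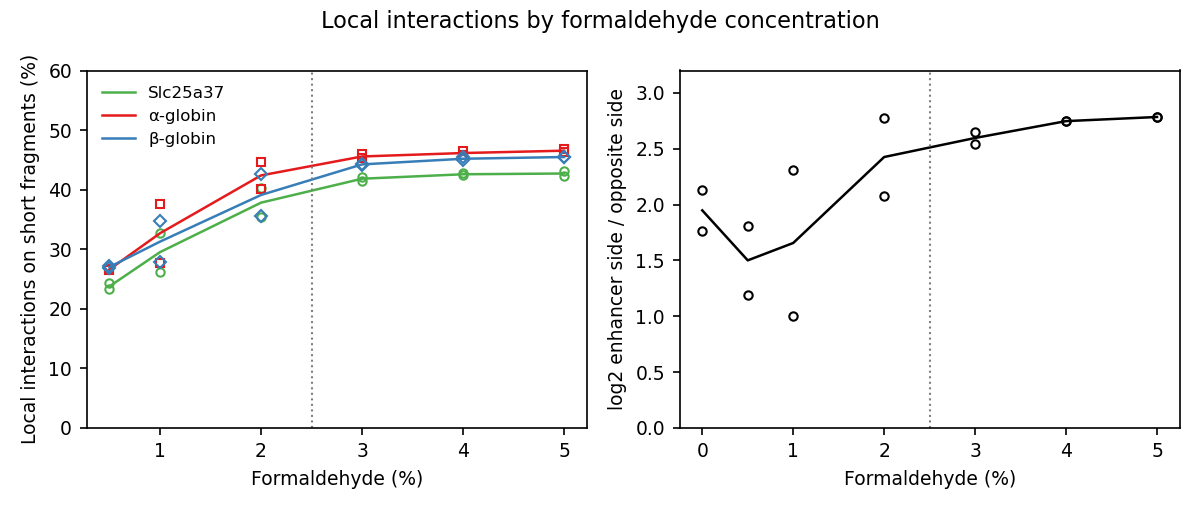
Left, share of the tested local interactions (%) on fragments shorter than the median, by formaldehyde concentration (%), for 3 viewpoints, with libraries as symbols and means as lines. Right, log2 ratio of α-globin interactions on the enhancer side to those on the opposite side, 12 to 40 kb from the promoters, with libraries as circles and means as a line. The dotted line parts the batches, and the share on short fragments rises from 26.6% at 0.5% to 46.5% at 5% for α-globin.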

Taken together, our analyses show that the pattern of Capture-C interaction profiles is independent of the degree of fixation and therefore not an artifact of the fixation process. However, the efficiency with which interactions are captured and the degree of noise depend on adequate levels of fixation. 

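The r-value between the 2 technical replicates over fragments of the viewpoint's chromosome was 0.938 for α-globin at 0.5% formaldehyde, 0.900 at 1%, 0.970 at 2%, 0.986 at 3%, 0.989 at 4% and 0.990 at 5%. For β-globin it was 0.908, 0.878, 0.956, 0.976, 0.982 and 0.983, and for Slc25a37 0.900, 0.897, 0.954, 0.979, 0.979 and 0.984. At each viewpoint the value at 1% was the lowest among the fixed samples. Each is a single pair, so these r-values have no replicate error of their own. From the similar patterns and the lower cis share at low concentrations, the paper concludes that the pattern does not depend on the degree of fixation, whereas the efficiency of capture and the noise do.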

We recommend fixing with 2% formaldehyde, and careful adjustment for tissues that respond differently to formaldehyde to optimize *cis-trans* ratios and digestion efficiencies.

## DISCUSSION

In summary, these results show that interactions detected by Capture-C are not skewed by PCR amplification or cross-linking conditions. Moreover, we demonstrate that the optimized LI-Capture-C and Tag-Capture-C protocols are able to generate high-quality interaction profiles from 10 000 to 20 000 cells, depending on the resolution used for analysis. These new approaches allow for the generation of highly multiplexed 3C interaction profiles at high resolution from rare tissues and cell types which are currently intractable.

## AVAILABILITY

Scripts for analysis of low-input Capture-C experiments are available in the GitHub repository (https://github.com/oudelaar/CaptureC/). Analyzed LI-Capture-C and Tag-Capture-C data for the α-globin locus are available in a UCSC Genome Browser Track Hub (http://sara.molbiol.ox.ac.uk/public/hugheslab/LowInputCaptureCHub/hub.txt). Sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE99257.

## Supplementary Material

Supplementary Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

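Unique chromosomal interactions were measured in primary murine erythroid cells from 3 viewpoints, the α-globin, β-globin and Slc25a37 promoters. The analysed libraries were 18 low-input libraries (3 per protocol and input), 12 libraries of the whole LI-Capture-C procedure (3 per cell number, α-globin only) and 14 fixation libraries (2 technical replicates per formaldehyde concentration). C-String, the digestion assays, the DNA recovery and NG Capture-C with standard input were not analysed here.

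The authors mapped the reads and counted, with their NG Capture-C pipeline, the unique interactions of each viewpoint with each DpnII restriction fragment. The deposited values are these counts, without normalization, in 7 tables with 108 columns of libraries, all of which were used. Read pairs with identical ends had been removed as PCR duplicates, and for low-input libraries also those whose ends differed by 1 or 2 positions. The interactions of the 2 promoters of a globin pair had been pooled. The paper's text does not name the aligner or the genome build, so positions are given in the coordinates of the deposited tables and no gene annotation was joined to them. How duplicates were filtered sets how many interactions are counted as unique, and neither reads nor fragment ends were examined here. In the low-input tables, many of the fragments outside the viewpoint's chromosome that hold counts have start and end positions that match fragments of the viewpoint's chromosome (33.5% to 53.6% per table), and 0% have those of a fragment of the named chromosome. Their chromosome names were used to tell cis from trans, and their positions were used only to leave out fragments listed as longer than 100 kb. In the low-input β-globin table, 19 such fragments, 1 per other chromosome, list the same interval and hold 4318 of 80625 trans interactions. The median number of trans interactions sharing a fragment was 2.10 in this table, and 2.69 with them included.

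Totals, percentages in cis, profiles and correlations were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. An interaction was in cis when its fragment lies on the viewpoint's chromosome and local when it lies within 250 kb of the viewpoint. Profiles were scaled to 100000 interactions per library. Replicate r-values were averaged over pairs of libraries. Totals and slopes were tested on the log2 scale with exact two-sided permutation tests, the slope on cell number with 100000 permutations, and the cis percentage and the enhancer-side ratio against formaldehyde over the means of the 7 concentrations, since technical replicates are not independent. The 95% intervals of differences in slope used the spread of replicates about their group means. The number of trans interactions sharing a fragment was taken per library as the mean over interactions, without fragments longer than 100 kb, and is 1 when every trans interaction has a fragment of its own. A log2 ratio with an α-globin enhancer side used the interactions 12 to 40 kb from the promoters, where Fig. 1A places the enhancers, and those at the same distance on the opposite side.

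Shares of single fragments were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors over the tested fragments, a mean count of at least 10 and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. DESeq2 1.42.0 was the alternative. The formaldehyde trend of single fragments took the 12 fixed libraries as separate samples, and summed technical replicates were tried after the data were seen. The 2 fragments with the smallest adjusted p that rose and the 2 that fell were named for each test, by a rule set in advance. The tests were first tested on simulated counts with the depth of these libraries. With a log2 change of 1.5 between protocols, edgeR found 92 of 100 changed fragments among 467 tested and called 3 unchanged ones, and DESeq2 found 75. With a log2 change of 0.4 per percent of formaldehyde, edgeR found 111 of 120 among 930 tested and called 5 unchanged ones. With no change simulated, edgeR called 0 of 464 and 0 of 928 fragments. In the formaldehyde series up to 56.2% of the tested fragments were called, and TMM factors assume that most fragments do not change, so the split into rising and falling fragments is less certain than their number.

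Depth differs strongly between the experiments, from 1900 unique interactions in a 50 ng LI-Capture-C library at Slc25a37 to 168633 in a library of 2% formaldehyde at α-globin. Comparisons of 3 libraries with 3 cannot give an exact p below 0.1. Libraries of 0% to 2% and of 3% to 5% formaldehyde were treated as separate batches because their labels differ in form. Other fragment sets, scales, windows, count filters and tools, each library left out in turn, and a replicate block were tried as alternatives.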

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

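The tests on interactions sharing a fragment, on distinct fragments, on the concentration and on random splits in this part were chosen only after the result was seen.

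The gain in unique interactions per doubling of input differed between the protocols. The slope of LI-Capture-C exceeded that of Tag-Capture-C by 0.44 for β-globin and by 0.38 for Slc25a37, where the exact permutation test of the difference passed 0.05 after adjustment, and by 0.38 for α-globin, where it did not. That test also depends on the difference in level between the protocols, so its calls do not rank the viewpoints. The 95% intervals were alike, 0.24 to 0.53 for α-globin, 0.32 to 0.57 for β-globin and 0.25 to 0.51 for Slc25a37. If several counts of one ligation event made the totals of LI-Capture-C grow faster, dividing each total by the number of trans interactions sharing a fragment would remove the difference. It remained 0.35 for α-globin (95% interval 0.24 to 0.47), 0.36 for β-globin (0.24 to 0.48) and 0.41 for Slc25a37 (0.26 to 0.56), and 0.25 for β-globin (0.18 to 0.32) with fragments longer than 100 kb included in the division. These intervals rest on the spread between replicates and exclude 0, which argues against this as the whole cause, although the exact permutation test then passed 0.05 after adjustment only for α-globin. The number of interactions sharing a fragment itself had a slope on input that differed between the protocols by 0.03 for α-globin, 0.09 for β-globin and -0.03 for Slc25a37, so a part of the difference stays open for α-globin and β-globin. Counting distinct fragments gave 0.25 for α-globin, 0.27 for β-globin and 0.30 for Slc25a37, of which that of β-globin passed 0.05. The paper's explanation, tagmentation at identical positions in different cells, was not tested, and neither was a loss of material during sonication at low input. Both stay open, and no biological explanation was tested, since all libraries come from the same kind of cells.

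In trans, which the paper reports only as a share, 12 fragments had β-globin interactions in each of the 6 libraries of 3% to 5% formaldehyde and in none of the 8 libraries of 0% to 2%, although the latter held more interactions (927166 against 306381 interactions). For α-globin there were 2 such fragments and for Slc25a37 0, and 0 fragments showed the opposite pattern at each viewpoint. The fragment on chromosome 9 from 3613927 to 3614425, in the coordinates of the deposited tables and chosen after its values were seen, had between 12 and 20 interactions in each library of 3% to 5%. The largest number of such β-globin fragments in 100 random splits of the libraries into 6 and 8 was 0, which argues against a chance distribution of sparse counts. The summed interactions on these fragments, relative to the total, were 1.05 times as many at 5% as at 3%, so an effect of the concentration and a difference between the batches cannot be told apart, because each concentration occurs in 1 batch only.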

How the results depend on the processing

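The alternatives that count distinct fragments, divide by interactions sharing a fragment, drop the limit on fragment length in this division, remove fragment length, split or model the batches, sum technical replicates, leave out 0% and 5% or 4% and 5%, or use replicates 1 and 2 only, and the check of replicate numbers between formaldehyde concentrations, were chosen only after the result was seen, and the others before the data were examined. For each change below the cause was not tested unless stated.

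The log2 ratio of Tag-Capture-C to LI-Capture-C totals changed sign in some comparisons. Distinct fragments gave 0.01 for Slc25a37 at 200 ng (0.00606 unrounded) and 0.24 for β-globin at 100 ng. Division by interactions sharing a fragment gave 0.0583 and 0.40 for these and 0.28 for α-globin at 50 ng. Without the limit on fragment length it gave 0.0583 for Slc25a37 and 0.0964 for β-globin at 200 ng, 0.29 for β-globin at 100 ng and 0.28 for α-globin at 50 ng. The division with the limit moved the difference in slope to 0.35 for α-globin, then past 0.05, and to 0.36 for β-globin and 0.41 for Slc25a37, then not past 0.05, as was 0.30 for Slc25a37 with distinct fragments. Without the limit it gave 0.35, past 0.05, and 0.25 and 0.41, not past 0.05. The permutation test also depends on the difference in level between the protocols, which the division changes. These changes of call therefore do not tell how precise the slope differences are. The sign of the slope difference was the same under all alternatives that were run.

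The higher replicate r-value of Tag-Capture-C reversed on the log2 scale, to -0.0598 for Slc25a37 at 100 ng and to -0.0654, -0.0781 and -0.102 for α-globin, β-globin and Slc25a37 at 50 ng. On ranks these differences were -0.0789, -0.0789, -0.102 and -0.131. Both scales give weight to listed fragments without counts in a given library, so these signs do not settle which protocol was more reproducible.

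The r-value between the LI-Capture-C and Tag-Capture-C profiles at 200 ng is given in the order α-globin, β-globin, Slc25a37. It was 0.961, 0.951 and 0.945 within 250 kb, 0.927, 0.911 and 0.892 genome-wide, 0.933, 0.920 and 0.910 outside 5 kb of the viewpoint, 0.993, 0.990 and 0.987 in windows of 5 kb, 0.283, 0.269 and 0.225 on the log2 scale and 0.0733, 0.0711 and 0.0620 on ranks. Between replicate 1 of each protocol it was 0.872, 0.859 and 0.829. With 1 library left out, it ranged from 0.934 to 0.942, from 0.920 to 0.928 and from 0.905 to 0.913, the averages then holding fewer libraries. The lowest r-value of a fixed sample with 2% formaldehyde was 0.484, 0.413 and 0.330 on the log2 scale, 0.0516, 0.0326 and 0.0126 on ranks, 0.949, 0.943 and 0.961 in windows of 5 kb, and 0.839 genome-wide for Slc25a37. Here too the log2 scale and ranks give weight to sparsely counted fragments.

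Fragments differing between the protocols numbered 2 for α-globin without a count filter. For β-globin they numbered 1 with DESeq2 and 4 with a mean count of at least 3. For Slc25a37 they numbered 0 with DESeq2 (5 at an unadjusted p under 0.05), 0 without a count filter (46 unadjusted) and 1 with a mean count of at least 3. With 1 library left out they ranged from 0 to 1, from 0 to 3 and from 0 to 1 for α-globin, β-globin and Slc25a37. α-globin had 1 without Tag-Capture-C replicate 3. β-globin had 0 without LI-Capture-C replicate 3 (21 unadjusted) and 1 without LI-Capture-C replicate 1, Tag-Capture-C replicate 1 or Tag-Capture-C replicate 3. Slc25a37 had 0 without LI-Capture-C replicate 1, LI-Capture-C replicate 3, Tag-Capture-C replicate 1 or Tag-Capture-C replicate 3 (12, 8, 13 and 5 unadjusted) and 1 without replicate 2 of either protocol.

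Fragments changing with formaldehyde numbered 84, 0 and 22 within 0.5% to 2% (105 unadjusted for β-globin), 0, 0 and 0 within 3% to 5% (32, 17 and 10 unadjusted) and 0, 0 and 0 with the batch as a factor (58, 60 and 28 unadjusted). The fits within 0.5% to 2% and within 3% to 5% use fewer libraries and a narrower range of concentrations. The fit with the batch as a factor uses the same 12 libraries, but its slope rests only on differences in concentration within the batches. It also takes a common slope for both. Its 0 calls therefore do not tell a batch difference from a loss of power. For Slc25a37 there were 168 without a count filter and 169 with a mean count of at least 3, where more fragments were tested, 62 from 1% to 5% and 43 with fragment length removed. Without TMM factors 71 rose and 124 fell for α-globin and 51 rose and 113 fell for β-globin, against 91 and 105 and 68 and 84.

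The trend of the cis percentage had r-values of 0.970, 0.974 and 0.963 within 0% to 2% and 0.994, 0.999 and 0.999 within 3% to 5%, and 0.875 for β-globin without 0% and 5%, then not past 0.05. The trend of the enhancer-side ratio was 0.642 within 0% to 2%, 0.822 without 4% and 5%, then not past 0.05, and ranged from 0.792 to 0.921 with 1 library left out, lowest without replicate 2 of 1% formaldehyde.

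Replicate numbers shared between groups did not pair the samples of the low-input or of the formaldehyde series as a whole. Between the protocols, the correlation of the deviations of same-numbered libraries had a median of 0.0377 over 27 pairs (-0.234 to 0.278), and 6 pairs were over 0.1. Between the concentrations of 0.5% to 5% it had a median of 0.0412 over 45 pairs (-0.210 to 0.544), and 9 were over 0.1. The same-numbered libraries of 1% and 2% did deviate together, with 0.426 for α-globin, 0.368 for β-globin and 0.544 for Slc25a37. Weaker values were found for 0.5% with 1% (0.146, 0.164 and 0.199) and for 0.5% with 2% (0.0481, 0.125 and 0.193), in the same order. With a replicate block, the profile r-values of the protocols were 0.879, 0.862 and 0.828, where single libraries take the place of means. The fragments differing between protocols numbered 0 (20 unadjusted), 3 and 2 and those changing with formaldehyde 196, 157 and 103, and the block changed no other call. It was not run for the slope on cell number, whose columns carry letters, or for differences in replicate r-values, each of which already joins 2 numbers. Nor was it run for the fits within 0.5% to 2% formaldehyde, so these leave a replicate effect out.

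Of the values for single conditions, 305 of 560 under alternatives set in advance and 85 of 104 under those chosen later moved by more than the spread between replicates. Few local interactions limit the 0% profiles, and low totals limit the libraries of 50 ng and of 10000 cells.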

Differences from the paper's values

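The alternative with replicates 1 and 2 only was chosen only after the result was seen.

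The paper gives ranges of r-values between replicates over the viewpoints, and the values here are means over 3 pairs. At 100 ng the highest r-value of LI-Capture-C was 0.854 against the paper's 0.86. At 50 ng the lowest and highest were 0.489 and 0.693 against the paper's 0.52 and 0.72. For Tag-Capture-C the highest was 0.873 against the paper's 0.88 at 200 ng and 0.833 against the paper's 0.84 at 100 ng. The gaps at 3 other lowest r-values stayed within the SD of the pairs of replicates, with 0.747 against the paper's 0.76 for LI-Capture-C at 100 ng, 0.801 against the paper's 0.82 for Tag-Capture-C at 100 ng and 0.698 against the paper's 0.71 at 50 ng. None of the alternatives set before the data were examined (other fragment sets, log2 scale, ranks and windows) closed the gaps beyond this SD. With replicates 1 and 2 only, chosen after seeing the values, LI-Capture-C ranged from 0.515 to 0.716 at 50 ng and from 0.764 to 0.855 at 100 ng, closer to the paper's values. It moved farther from them for LI-Capture-C at 200 ng (0.843 to 0.912) and for Tag-Capture-C at 200 ng (0.834 to 0.866) and 100 ng (0.792 to 0.830), and at 50 ng (0.710 to 0.756) the lowest value moved closer and the highest farther. The highest r-value of a single pair was 0.858 for LI-Capture-C at 100 ng, 0.716 at 50 ng, and 0.878 and 0.839 for Tag-Capture-C at 200 and 100 ng, each of which rounds to the highest value of the paper.

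The r-value between LI-Capture-C and Tag-Capture-C for α-globin at 200 ng was 0.948 for mean profiles, against the paper's 0.88. Of the alternatives set before the data were examined, the mean over pairs of libraries that share a replicate number (replicate block), 0.879, rounds to the paper's value. Replicate 1 against replicate 1 gave 0.872, and the other fragment sets, scales and left-out libraries did not close the gap.

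The paper states that Tag-Capture-C profiles from 100 to 200 ng held fewer unique interactions and were less reproducible. For Slc25a37 at 100 ng, the log2 ratio of Tag-Capture-C to LI-Capture-C was 0.05 and the difference in r-value 0.0544 (exact permutation p = 0.3 for each). The paper states that the interaction pattern is independent of fixation. With formaldehyde, 196 of 349 tested local fragments changed their share for α-globin, 152 of 358 for β-globin and 101 of 221 for Slc25a37, and 0 with the batch as a factor (58, 60 and 28 at an unadjusted p under 0.05). These are counts of single fragments, whereas the paper compares whole profiles. The profiles of 1% and of 3% to 5% had r-values with 2% from 0.971 to 0.982 for α-globin, 0.911 to 0.967 for β-globin and 0.967 to 0.979 for Slc25a37. At 0.5% these were 0.885, 0.872 and 0.884, and at 0% they were 0.203, 0.176 and 0.123.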

Other observations

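The tests of shared promoters, repeat copies, fragment length, the batch as the whole cause of the trend or of its relation with length, exchanged labels, unequal cross-linking, positions and the unfixed libraries were chosen only after the result was seen. The ratio used for fragments contacted often was also chosen after the shares were seen, although the test had been set before. With the limit first used, a share under 10%, the test was undecided (10.3% for Slc25a37 with LI-Capture-C).

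Several trans interactions of a library often fell on the same fragment. The number of interactions sharing a fragment, averaged over trans interactions, had a median of 1.56 for α-globin and 1.59 for β-globin in the fixation libraries, and of 1.10 for Slc25a37, which has 1 promoter. This is consistent with an interaction being counted from both of 2 near-identical promoters. In the low-input libraries the median for Slc25a37 was 1.77 with LI-Capture-C, so this explanation cannot be the whole cause there. The lowest LI-Capture-C library exceeded the highest Tag-Capture-C library at Slc25a37 by 0.313, which is consistent with repeat copies of a molecule left in the LI-Capture-C libraries after the duplicate filter. Fragments that are contacted often would recur in other libraries. At 200 ng, the share found again in another library was at most 0.925 times as high after 2 or more interactions as after 1, over 3 viewpoints and 2 protocols, which argues against it. No biological explanation was tested.

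Replicate libraries of most low-input groups differed by more than independent counting gives, with a chi-square over degrees of freedom from 0.861 to 5.14 where independent counting gives 1. Over 22 low-input groups, the chi-square over its degrees of freedom between replicates rose with the number of trans interactions sharing a fragment (Pearson's r 0.981, Spearman's rho 0.962, permutation p = 1e-04, the smallest that 10000 resamples can give; r 0.966 without the 2 farthest groups, 0.927 over the 18 groups of 200 to 50 ng, and 0.889 with fragments longer than 100 kb included). A candidate explanation is that interactions are counted in clusters. Groups of one library set share libraries between viewpoints, so they are not independent.

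For the fragments that differed between the protocols at 200 ng, 1 of the 10 splits of the 6 libraries gave as many fragments for β-globin and 1 for Slc25a37, a share that cannot fall below 0.1. For α-globin 0 fragments differed (23 at an unadjusted p under 0.05), so that 10 of 10 splits gave as many by construction, which decides nothing. Spearman's rho of the log2 fold change with fragment length was 0.0404 for β-globin and -0.0969 for Slc25a37, which argues against length. Of 18 and 15 fragments at an unadjusted p under 0.05, 72.2% and 66.7% had the same sign at 50 ng. These shares are too close to an even split, for so few fragments, to tell whether counting in clusters was the cause.

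The trend of local shares with formaldehyde followed fragment length within 0.5% to 2%, with a rho of -0.771 for α-globin, -0.728 for β-globin and -0.796 for Slc25a37. This size was reached in 2, 1 and 2 of the 90 assignments of these 6 libraries to the 3 concentrations (the real one included). A difference between the batches therefore cannot be the whole cause of the relation with length. Within 3% to 5% the rho was weaker, at -0.284, -0.153 and -0.226 in the same order. With length removed per library, 160, 124 and 43 fragments still passed (160, 102 and 51 with technical replicates summed), so length is not the whole trend. The trends fitted within each batch had an r-value over fragments of 0.210, 0.208 and 0.256, and beyond the relation with length the batch and the concentration cannot be told apart, because no concentration occurs in both and 5, 7 and 8 of the 90 assignments gave as many fragments at an unadjusted p under 0.05 within 0.5% to 2% (139, 105 and 65). The assignments did not keep replicate numbers together, although same-numbered libraries of 1% and 2% deviated together. Neither these counts of assignments nor those for rho therefore account for a replicate effect. With length removed, the trend fell with distance for α-globin (rho -0.610), as a loss of random ligations with fixation would give, and not for β-globin (-0.0138), and -0.263 for Slc25a37 leaves it open. Easier ligation or capture of short fragments in strongly fixed chromatin was not tested, nor was a change in chromatin structure. The rise of the α-globin enhancer-side ratio was found among short fragments (r 0.870, exact permutation p = 0.0306) and long fragments (r 0.941, p = 0.00417, exact) parted at 370 bp, which argues against length as its cause.

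The duplicates of 1% and 2% formaldehyde differed most. For α-globin, the lowest chi-square over degrees of freedom that the worst pair reached in 15 pairings of the 6 libraries of 0.5% to 2% was 4.90, against 1.55 to 1.60 for the duplicates of 3% to 5%, so exchanged labels among these libraries do not explain it. The differences of the duplicates in the share of short fragments and in the cis share had an r-value of 0.932 over 6 concentrations (exact permutation p = 0.0514), but 0.530 without 1% (p = 0.508, exact), so unequal cross-linking of the duplicates could be neither supported nor excluded.

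In the low-input tables, trans fragments with counts did not have the positions of fragments of the chromosome they name. At least 33.5% had both ends of a fragment of the viewpoint's chromosome in each of the 4 tables, and 0% those of a fragment of the named chromosome. This is consistent with positions looked up in the digest of the viewpoint's chromosome.

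In unfixed cells, 4 fragments near β-globin held 48.0% of the local interactions (134 of 266 and 134 of 292 in the 2 libraries). They lie on chromosome 7 of the deposited tables, from 110991221 to 110991652, from 110981990 to 110983085, from 111001278 to 111001694 and from 110988558 to 110989412, and were chosen after their values were seen. They held 2.10% of the local interactions of fixed libraries, which argues against remaining cross-linked contacts, and all 4 leading fragments were shared by both unfixed libraries, which argues against chance. Sequence shared with the captured promoters was not tested, since no genome was used here.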
